# Permanent Oviduct Posteriorization after Neonatal Exposure to the Phytoestrogen Genistein

**DOI:** 10.1289/ehp.1104018

**Published:** 2011-08-02

**Authors:** Wendy N. Jefferson, Elizabeth Padilla-Banks, Jazma Y. Phelps, Kevin E. Gerrish, Carmen J. Williams

**Keywords:** developmental patterning, female reproductive tract, genistein, homeobox gene

## Abstract

Background: Preimplantation embryo loss during oviduct transit has been observed in adult mice after a 5-day neonatal exposure to the phytoestrogen genistein (Gen; 50 mg/kg/day).

Objective: We investigated the mechanisms underlying the contribution of the oviduct to infertility.

Methods: Female mice were treated on postnatal days 1–5 with corn oil or Gen (50 mg/kg/day). We compared morphology, gene expression, and protein expression in different regions of the reproductive tracts of Gen-treated mice with those of control littermates at several time points.

Results: Neonatal Gen treatment resulted in substantial changes in expression of genes that modulate neonatal oviduct morphogenesis, including *Hoxa* (homeobox A cluster), *Wnt* (wingless-related MMTV integration site), and hedgehog signaling genes. An estrogen receptor antagonist blocked these effects, indicating that they were induced by the estrogenic activity of Gen. Oviducts of adults treated neonatally with Gen had abnormal morphology and were stably “posteriorized,” as indicated by altered *Hoxa* gene patterning during the time of treatment and dramatic, permanent up-regulation of homeobox genes (e.g., *Pitx1*, *Six1*) normally expressed only in the cervix and vagina.

Conclusions: Neonatal exposure to estrogenic environmental chemicals permanently disrupts oviduct morphogenesis and adult gene expression patterns, and these changes likely contribute to the infertility phenotype.

The effects of endocrine-disrupting chemicals critically depend on the developmental timing of exposure and the concentration of active chemical that actually reaches the target tissue. Exposure to estrogenic chemicals is a well-documented risk to human health based on the experience with prenatal exposure to diethylstilbestrol (DES) and its effects on development of the female reproductive tract (FRT). Many estrogenic compounds are found as environmental contaminants at levels sufficient to have adverse effects on human health. Phytoestrogens in the diet or nutritional supplements are common sources of environmental estrogen exposure (Reinli and Block 1996). The most abundant dietary phytoestrogens are the isoflavones genistein (Gen) and daidzein, which are present in soybean-derived products (Reinli and Block 1996). Even in strict vegetarians, adult serum isoflavone levels are low (≤ 0.5 μM) and should have minimal estrogenic activity (Jefferson 2010; Peeters et al. 2007).

In contrast to adults, infants fed soy-based formula have relatively high serum isoflavone concentrations; in a recent study, Cao et al. (2009) found that the 25th, 50th, and 75th percentiles in serum were 1.5, 3.3, and 5.4 μM, respectively, and the highest concentration was 13.2 μM. In animal models these levels are clearly estrogenic, as indicated by uterine wet weight bioassays (Jefferson and Williams 2010). Two prospective studies demonstrate that soy-based infant formula elicits estrogenic responses in the developing human female (Bernbaum et al. 2008; Zung et al. 2008). Limited epidemiological information is available regarding long-term effects of infant exposure to soy-based formulas, but in a recent large study, D’Aloisio et al. (2010) reported an increased incidence of physician-diagnosed fibroids by 35 years of age. These studies suggest that neonatal exposure to phytoestrogens or other environmental estrogenic chemicals could have a long-term effect on adult female reproductive health.

FRT development is similar in most mammals, although the timing of morphogenesis differs among species. In the mouse, the FRT develops from the Müllerian duct beginning on gestation day (GD) 13 (Masse et al. 2009). Prenatal FRT development is controlled by several transcription factors and secreted signaling glycoproteins of the Wnt (wingless-related MMTV integration site) and hedgehog families. Anterior–posterior (AP) patterning of the Müllerian duct is regulated by positional information derived from the Hoxa (homeobox A cluster) family of homeobox transcription factors. Expression of these genes becomes spatially restricted before birth, and distinct FRT regions eventually develop that correlate with increased expression of specific Hoxa genes: *Hoxa9* in the oviduct, *Hoxa10* and *Hoxa11* in the uterus and upper cervix, and *Hoxa13* in the lower cervix and vagina (Block et al. 2000; Ma et al. 1998; Taylor et al. 1997).

Epithelial cell differentiation in the mouse FRT begins after birth and continues until adulthood. At birth, the oviduct is a simple tubular structure with a single layer of columnar epithelium. During the neonatal period, this epithelium differentiates into secretory or ciliated columnar cells in response to cues received from the underlying mesenchyme that vary along the AP axis (Yamanouchi et al. 2010). These differences result in distinct patterns of epithelial morphogenesis such that the oviduct infundibulum and ampulla consist largely of ciliated epithelial cells, whereas the isthmus has more secretory cells. Similarly, uterine and vaginal mesenchymal cells generate cues that determine the epithelial cell types in those regions, with the adult uterus having mainly simple columnar cells and the vagina developing a stratified squamous epithelium (Kurita et al. 2001).

The neonatal FRT is highly sensitive to estrogenic disruption during morphogenesis and cellular differentiation. Numerous studies performed in animal models show that prenatal or neonatal exposure to estrogenic compounds causes dramatic alterations in FRT development and can lead to FRT cancers (Ma 2009). To determine whether exposure to environmentally relevant phytoestrogens has similar effects on FRT development and function, we used a mouse model of subcutaneous Gen exposure on postnatal days (PND) 1–5 (50 mg/kg/day). As long as the final serum Gen concentration is similar, the effects of Gen derived from oral exposure during the neonatal period are comparable to those observed when Gen is administered subcutaneously (Jefferson et al. 2009a). This model generates serum Gen levels [maximum concentration (*C*_max_) in female pups, 6.8 μM] similar to those found in human infants fed soy-based infant formula (Cao et al. 2009; Doerge et al. 2002). As adults, these mice have multioocyte follicles, lack regular estrous cycles, and are infertile even after superovulation, and approximately 30% develop uterine cancer (Jefferson et al. 2005; Newbold et al. 2001). Abnormalities in both the oviduct and uterus contribute to the infertility phenotype. Although the mice become pregnant, approximately 50% of the preimplantation embryos die in the oviduct after the two-cell stage, and the uterus does not support implantation (Jefferson et al. 2009b). The goal of the present study was to test the hypothesis that neonatal Gen treatment causes permanent changes in oviduct gene expression and morphology that could explain the oviduct’s contribution to infertility.

## Materials and Methods

*Animals and treatments.* All animal procedures complied with National Institutes of Health/National Institute of Environmental Health Sciences animal care guidelines; animals were treated humanely and with regard for alleviation of suffering. Mice were fed NIH-31 mouse chow (Zeigler Brothers, Gardners, PA), which was assayed for phytoestrogen content as previously described (Jefferson et al. 2009b). Female CD-1 pups were injected subcutaneously on PND1–PND5 with corn oil (control) or Gen (50 mg/kg/day; Sigma, St. Louis, MO), ICI-182780 (ICI; 1 mg/kg/day; Sigma), or ICI (1 mg/kg/day) 30 min before Gen (50 mg/kg/day). Gen was prepared in a suspension of corn oil at 5 mg/mL, and ICI was dissolved in corn oil at 1 mg/mL. All treatments were delivered in 20 μL corn oil, and doses were calculated based on a pup weight of 2.0 g. At 6–8 weeks of age, the female mice underwent superovulation [equine chorionic gonadotropin followed by human chorionic gonadotropin (hCG), both at 5.0 IU in 0.1 mL saline; both from Calbiochem, Gibbstown, NJ] or superovulation and mating as described previously (Jefferson et al. 2009b). Only plug-positive mated females were used in experiments requiring pregnant mice.

*Real-time reverse-transcriptase polymerase chain reaction (RT-PCR).* Samples were collected as follows (*n* = 3–6 independent biological replicates per group). On PND1, oviducts, uteri, and cervix/vagina from five mice were pooled per biological replicate. On PND5, oviducts, uteri, and cervix/vagina were collected 4 hr after the last treatment; oviducts from three mice were pooled per biological replicate, but uterus and cervix/vagina samples were from individual mice. For PND22 pups and adults, both oviducts from one mouse were pooled per biological replicate. For adult nonpregnant mice, oviducts of superovulated females were collected before (8 hr after hCG) and after (15 hr after hCG) ovulation, and cumulus masses were removed. For adult pregnant mice, oviducts of superovulated females were collected on GD2 or GD4 (48 hr or 96 hr after hCG, respectively), and embryos were removed. For untreated adult FRT samples, oviducts (pair), uterus, cervix, and vagina collected from one mouse per biological replicate.

Total RNA was isolated, and cDNA was generated from 1 μg RNA using standard protocols. Primers were designed to amplify exon junctions. RT-PCR was performed on 20 ng cDNA using SYBR_®_ Green–based detection on an ABI 7200 HT sequence detector (Applied Biosystems, Foster City, CA). Relative gene expression was calculated by the ΔC_t_ method (Pfaffl 2001) using cyclophilin A (*Ppia*) expression for normalization.

*Microarray analysis.* Oviducts were collected on GD2 (48 hr after hCG), and embryos were removed. RNA was isolated using the RNeasy Mini Kit (Qiagen, Valencia, CA). Gene expression analysis was conducted on four independent biological replicates for each group using Agilent Whole Mouse Genome 4 × 44 multiplex format oligo arrays (Agilent Technologies, Santa Clara, CA). Slides were scanned with an Agilent Scanner, and data were obtained using Agilent Feature Extraction software (version 9.5), which performed error modeling, adjusting for additive and multiplicative noise. The resulting data were processed using Rosetta Resolver_®_ (version 7.2; Rosetta Biosoftware, Kirkland, WA) and Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA) and deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (accession no. GSE27639; NCBI, Bethesda, MD).

*Histology and immunohistochemistry.* Formalin-fixed tissues were paraffin embedded and sectioned at 5 μm. Sections were stained with hematoxylin and eosin (H&E) or Masson’s trichrome according to standard protocols. For Pitx1 (paired-like homeodomain transcription factor 1) immunohistochemistry, sections were blocked with 5% bovine serum albumin (BSA) in Tris-buffered saline/Tween 20 (TBST). Rabbit polyclonal anti-Pitx1 antibody (Tremblay et al. 1998) was diluted 1:150 in TBST containing 1% BSA and 1% milk. Biotinylated anti-rabbit IgG (1:500; Vector Laboratories, Burlingame, CA), ExtrAvidin (1:50; Sigma), and NovaRED (Vector) were used for detection. For E-cadherin immunohistochemistry, sections were blocked with 10% horse serum and avidin/biotin blocking reagent (Vector), and E-cadherin antibody (Sigma) was used at a 1:150 dilution. The secondary antibody was from the Vectastain Elite Kit (Vector), and diaminobenzidine was used for visualization.

*Immunoblotting.* Total oviduct protein (5 μg/mouse in each lane) was separated on Novex 4–12% Tris-glycine gels and transferred to polyvinyl difluoride (Invitrogen, Carlsbad, CA). Blots were blocked with 5% milk in TBST and then incubated with either Six1 [sine oculis-related homeobox 1 homolog (Drosophila); 1:1,000; Abcam, Cambridge, UK] or β-actin (0.2 μg/mL; Sigma) primary antibodies followed by horseradish peroxidase–conjugated anti-rabbit or anti-mouse IgG (Amersham, Piscataway, NJ). Bands were visualized using West Femto Reagents (Pierce, Rockford, IL).

*Statistical analysis.* We analyzed data using JMP software (version 9; SAS Institute Inc., Cary, NC). Student’s *t*-tests were used to compare control and Gen-treated samples at each time point.

## Results

*Abnormal oviduct histology after neonatal Gen treatment.* As a first step in determining why preimplantation embryos from neonatal Gen-treated mice had poor survival in the oviduct after the two-cell stage, we analyzed the histology of oviducts collected on GD2. Oviducts from Gen-treated mice retained the expected regional differences between the infundibulum, ampulla, and isthmus (Figure 1A–H); however, significant abnormalities were present in tissue and cellular morphology compared with controls. The stromal and muscle compartments were abnormally thickened in all oviduct regions, reminiscent of uterine myometrium and stroma (Figure 1A–H). The thickened areas mainly consisted of additional muscle tissue, and many areas did not have the normal clearly defined outer and inner smooth muscle layers (Figure 1I,J). In some areas of the ampulla, pseudoglands were near the outer epithelial surface of the oviduct, with no intervening muscle layers (Figure 1J). There were localized areas of excessive epithelial proliferation, and many regions had areas of epithelial disorganization that were particularly apparent after cell borders were labeled by immunostaining for E-cadherin (Figure 1K,L). This staining also revealed that the epithelial cells had enlarged, rounded nuclei and were cuboidal rather than the predominant tall columnar epithelial cells observed in controls.

**Figure 1:**
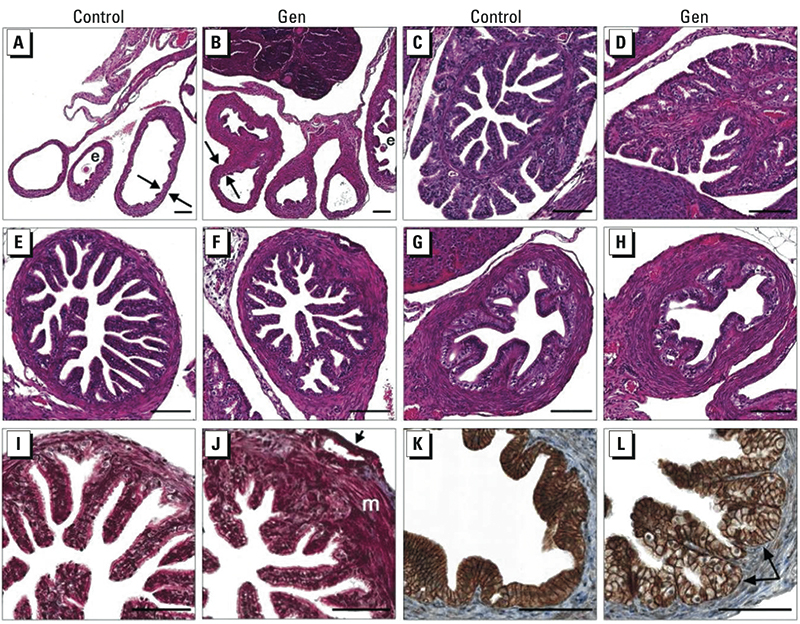
Oviduct histology on GD2 in controls (*A*,*E*,*I*,*C*,*G*,*K*) and after Gen treatment (*B*,*F*,*J*,*D*,*H*,*L*). (*A *and* B*) Low-power view of H&E-stained oviducts; arrows highlight muscle/stroma thickness, and embryos are indicated (e). (*C*–*H*) H&E-stained oviducts showing typical morphology of infundibulum (*C *and* D*), ampulla (*E *and* F*), and isthmus (*G *and* H*). (*I *and* J*) Masson’s trichrome stain, with thickened muscle (m) and pseudogland (arrow) indicated. (*K *and* L*) E-Cadherin immunohistochemistry (brown stain), with arrows indicating pseudoglands. Bars = 100 μm.

*Alterations in oviduct gene expression during neonatal Gen treatment.* We hypothesized that the changes in oviduct morphology were a result of Gen-induced alterations in expression of genes that influence postnatal FRT morphogenesis. The effect of Gen treatment on oviduct expression of secreted signaling proteins and transcription factors previously documented to affect FRT development was examined by real-time PCR at the completion of Gen treatment on PND5 (Figure 2). Wnt genes required for FRT development include *Wnt4*, *Wnt5a*, and *Wnt7a* (Masse et al. 2009). There was no difference in *Wnt4* expression, whereas *Wnt5a* was up-regulated and *Wnt7a* was almost completely repressed in Gen-treated mice compared with controls. Follistatin-like-1 (Fstl1), a diffusible oviduct mesenchymal factor, which promotes formation of ciliated epithelial cells (Yamanouchi et al. 2010), was significantly reduced in Gen-treated mice compared with controls. Secreted proteins in the hedgehog signaling pathway can regulate postnatal FRT morphogenesis and adult FRT function, and Wnt genes can be targets of hedgehog signaling (Franco et al. 2010). Indian hedgehog (*Ihh*) and hedgehog interacting protein (*Hhip*) were highly up-regulated, and desert hedgehog (*Dhh*) was up-regulated 2-fold, after Gen treatment compared with controls, whereas sonic hedgehog (*Shh*) was not detected (data not shown). GLI-Kruppel family member 1 (*Gli1*), a common downstream mediator of hedgehog signaling, was also up-regulated, indicating that Gen treatment caused activation of hedgehog signaling in the neonatal oviduct.

**Figure 2:**
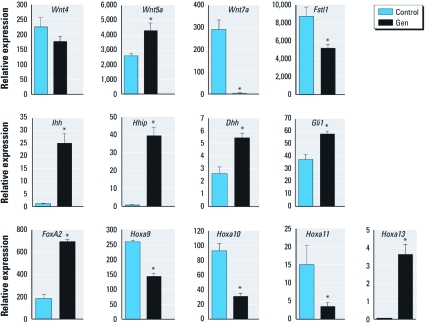
Expression of genes important for FRT development on PND5 after Gen treatment. Data are mean ± SE relative oviduct mRNA expression plotted for indicated genes. *p < 0.05 compared with control.

Transcription factors that regulate patterning and differentiation of the FRT include forkhead box a2 (*Foxa2*) and the posterior Hoxa genes (Jeong et al. 2010). *Foxa2* expression was up-regulated on PND5 by Gen treatment. Expression of *Hoxa9*, *Hoxa10*, and *Hoxa11* was decreased in oviducts of Gen-treated mice compared with controls, whereas *Hoxa13* was highly up-regulated. This Hoxa gene expression pattern indicated that the PND5 oviduct was posteriorized; that is, the oviduct expressed Hoxa genes in a pattern similar to that normally observed in the posterior cervical and vaginal tissues (Ma et al. 1998).

*Alterations in oviduct gene expression on GD2.* We hypothesized that genes important for FRT morphogenesis and perturbed by neonatal Gen treatment would continue to be altered in adult oviducts and that additional oviduct genes would be misexpressed around the time of preimplantation embryo loss. Rather than choosing candidate genes, we performed a microarray-based gene expression analysis of oviducts from control and Gen-treated mice on GD2. 

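Oviduct RNA was compared between CD-1 mice injected subcutaneously on PND1–PND5 with corn oil (control) and mice injected with Gen at 50 mg/kg/day. The mice were superovulated and mated at 6–8 weeks of age, and the oviducts were collected on GD2, 48 hr after hCG, with the embryos removed. RNA from 4 mice per group was labeled with 1 dye (Cy3), and each sample was hybridized to 1 Agilent whole mouse genome array with 41174 noncontrol probes. The authors deposited the output of Agilent Feature Extraction for each array. The values used were its processed signals, which are linear intensities adjusted for background and for trends across the array and are not scaled between arrays. The Rosetta Resolver step of the methods comes after these values and was not applied here. For each array, spots marked as outliers were left out, spots of the same probe were averaged as log2 values, and the 75th percentile of the log2 signals was set to the same level on all 8 arrays. Gen-treated mice were compared with controls by limma, and p-values were adjusted by the Benjamini-Hochberg method over the 41173 probes tested. A gene with several probes was represented by the probe with the highest mean log2 signal. Signals given for a gene are scaled intensities averaged on the log2 scale. Feature Extraction called 25391–28949 probes well above background on the control arrays (median, 27466.5) and 29539–31486 on the Gen arrays (median, 31011.5). The 75th percentile of the signal before scaling was 1908–2432 on the control arrays and 2149–3772 on the Gen arrays. The number of arrays limits the precision of the values. The 4 control arrays lay on 1 slide and the 4 Gen arrays on another, so slide and treatment cannot be told apart.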

We validated selected probes that covered a range of intensity values and fold changes by real-time RT-PCR [see Supplemental Material, Table 1 (http://dx.doi.org/10.1289/ehp.1104018)]. 

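On the arrays, each of the 12 genes of Supplemental Material, Table 1, changed in the direction that the table gives, 11 of them at an unadjusted p under 0.01 by limma, the exception being Ihh. The methods' t-test (equal variances) moved this count most, to 7 genes, and without Gen replicate 2 it was 8. Adjusted over the list alone, all 12 had a p under 0.05, which is not independent evidence where the study chose the genes on these arrays. The RT-PCR values of the table come from other samples, which were not analysed here. Slc47a1 rose from a signal of 51.9 in controls to 285 in Gen-treated mice, a log2 fold change of 2.46 (SE 0.58, limma adjusted p = 0.0251). It was well above background on 2 of the 4 control arrays. For Igj the log2 fold change was 2.01 (SE 0.39, limma adjusted p = 0.0236), and for Prlr it was 1.73 (SE 0.33, limma adjusted p = 0.0236). Slpi had a signal of 22252 in controls and 47529 in Gen-treated mice, and its log2 fold change was 1.09 (SE 0.17). Pgr fell by 0.64 on the log2 scale (SE 0.18, limma adjusted p = 0.0460). In the 4 Gen mice the 5 genes lay entirely above or entirely below the 4 controls (exact permutation test, 2-sided p = 0.0286, the smallest that 4 arrays against 4 allow). When only probes well above background on all 4 arrays of at least 1 group were tested, the limma adjusted p was 0.0800 for Slc47a1, 0.0526 for Igj and 0.109 for Pgr, and 0.0486 for Prlr and 0.0280 for Slpi. Over the alternatives with all 8 arrays, the adjusted p of these genes was between 0.00789 and 0.498. Svs7 was well above background on 2 control arrays and on no Gen array, so only a bound can be given. It was at least 2.14-fold lower in Gen-treated mice. Its highest signal was 61.9, below the floor of 65.9, so no difference was left with the floor. It was also not among the probes tested when the dim probes were left out. The bound was 1.61-fold after normexp and 1.81-fold without scaling between arrays, and between 1.79-fold and 3.28-fold with each array left out in turn. Such a bound sets the mean of the brighter group against the lowest signal among probes well above background on each array of the dimmer group, or the probe's own signal where that is higher.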

Principal component analysis showed sample separation into distinct groups based on treatment; this was confirmed using hierarchical cluster analysis (see Supplemental Material, Figure 1).

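The 33185 probes well above background on at least 1 array, with a value on each array, entered the principal component analysis, as scaled log2 signals. The first component held 32.2% of the variance, the second 17.4% and the third 13.3%. On the first component the 4 control arrays had scores from -66.4 to -41.9 and the 4 Gen arrays from 35.5 to 72.9. Of the total variance over these probes, 31.1% lay between the groups. No other of the 35 ways to divide the 8 arrays into 4 and 4 gave as large a share (exact permutation test, p = 0.0286, the smallest possible). With all noncontrol probes, the choice that moved the share most, it was 41.0%. Over the 24920 probes well above background on all 8 arrays it was 33.7%. In average-linkage clustering on 1 minus the Pearson correlation, the first division of the tree separated the treatments, both for all detected probes and for those well above background on all 8 arrays. Across probes, the correlation between 2 arrays was between 0.966 and 0.984, with a mean of 0.981 within the groups and 0.972 between them. Because each treatment had its own slide, these values do not separate treatment from slide.

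**Figure D1:**
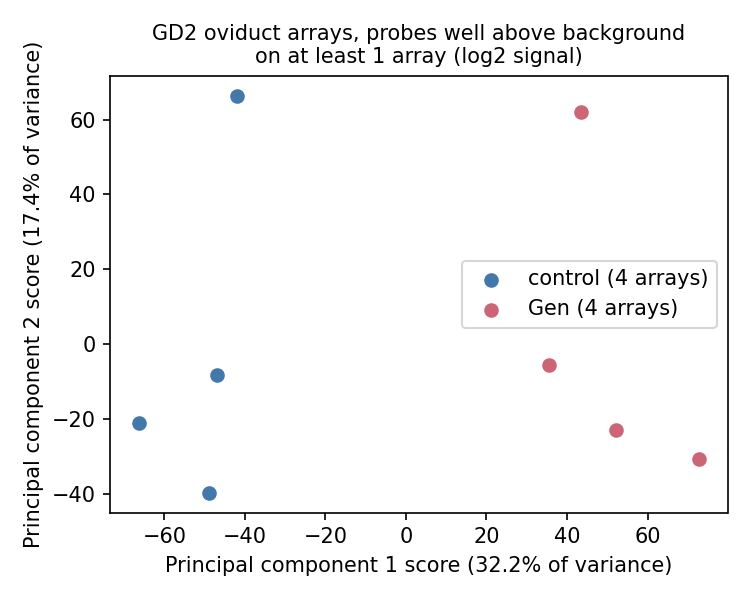
Scores of the 8 arrays on the first component (x axis) and the second component (y axis) of the detected probes' log2 signals, without units, 1 point per array and 4 points per treatment. The 4 Gen arrays all lie at positive scores on the first component and the 4 control arrays at negative scores.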

**Table 1:** Most highly up- and down-regulated oviduct genes.

Gene	Gene name	Fold change (gene/control)
Up-regulated genes				
*Pitx1*		paired-like homeodomain transcription factor 1		99.3
*Serpina3a*		serine (or cysteine) peptidase inhibitor, clade A, member 3A		10.3
*Hao3*		hydroxyacid oxidase (glycolate oxidase) 3		8.4
*Lipf*		lipase, gastric		7.6
*Osap*		ovary-specific acidic protein		7.5
*Igkv5-43*		immunoglobulin kappa chain variable 5-43		7.4
*Prss35*		protease, serine, 35		7.1
*Cxcl15*		chemokine (C-X-C motif) ligand 15		6.9
*Six1*		sine oculis-related homeobox 1 homolog (Drosophila)		6.8
*Serpina5*		serine (or cysteine) peptidase inhibitor, clade A, member 5		6.8
*Cyp11a1*		cytochrome P450, family 11, subfamily a, polypeptide 1		6.7
*Nkx3-1 *		NK-3 transcription factor, locus 1 (Drosophila)		5.9
Down-regulated genes				
*Kcne1*		potassium voltage-gated channel, Isk-related subfamily, member 1		–4.9
*Serpina11*		serine (or cysteine) peptidase inhibitor, clade A, member 11		–4.9
*Myh7*		myosin, heavy polypeptide 7, cardiac muscle, beta		–5.1
*Myh6*		myosin, heavy polypeptide 6, cardiac muscle, alpha		–5.2
*Coch*		Cochlin, coagulation factor C homolog coagulation factor C homolog (Limulus polyphemus)		–5.3
*Serpina1d*		serine (or cysteine) peptidase inhibitor, clade A, member 1D		–5.7
*Olah*		oleoyl-ACP hydrolase		–5.9
*Spock1*		sparc/osteonectin, cwcv and kazal-like domains proteoglycan 1		–6.0
*Serpina1e*		serine (or cysteine) peptidase inhibitor, clade A, member 1E		–6.2
*Serpina1b*		serine (or cysteine) preptidase inhibitor, clade A, member 1B		–6.2
*Epha6*		Eph receptor A6		–7.8
*Ano2*		anoctamin 2		–18.4

Of the > 41,000 probes on the array, 1,125 probes were significantly altered (analysis of variance, *p* < 0.01) in Gen-treated mice compared with controls. 

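Of the 41173 probes tested, 7077 were altered at an unadjusted p under 0.01 by limma, where chance would give 412. Of these, 1054 were higher and 6023 lower in Gen-treated mice. An adjusted p under 0.05 was reached by 6674 probes, 892 higher and 5782 lower. The calls depended on the signal over background. Of the 7855 probes not well above background on any array, 5104 (65.0%) were called at the unadjusted threshold, and all 5104 were lower in Gen-treated mice, with a median log2 fold change of -1.16 over the 7855. The probes not well above background on a given array had a mean signal there, before scaling, of 8.72–15.5 for controls and 4.56–8.42 for Gen. These sets of probes differed between arrays and were larger than the 7855, so the values are not the shift of the 7855 probes. Of the 24948 probes well above background on all 8 arrays, 1280 (5.13%) were called, 563 higher and 717 lower. Of the 8371 probes well above background on 1 to 7 arrays, 693 (8.28%) were called, 491 higher and 202 lower. The alternative that moved the unadjusted count most raised every signal below a floor of 65.9 to that floor, which left 1867 probes. When only the 28967 probes well above background on all 4 arrays of at least 1 group were tested, 2137 passed the unadjusted threshold. Of these 28967 probes, 1454 had an adjusted p under 0.05 when all probes were tested and 321 when the dim probes were left out, so the adjusted calls at brighter probes depended on the dim ones. The methods' t-test gave 6098 probes at the unadjusted threshold of the paper, and 0 after Benjamini-Hochberg adjustment, with 11364 at an unadjusted p under 0.05. Without Gen replicate 3 the limma count after adjustment was 1, with 10547 probes at an unadjusted p under 0.05.

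**Figure D2:**
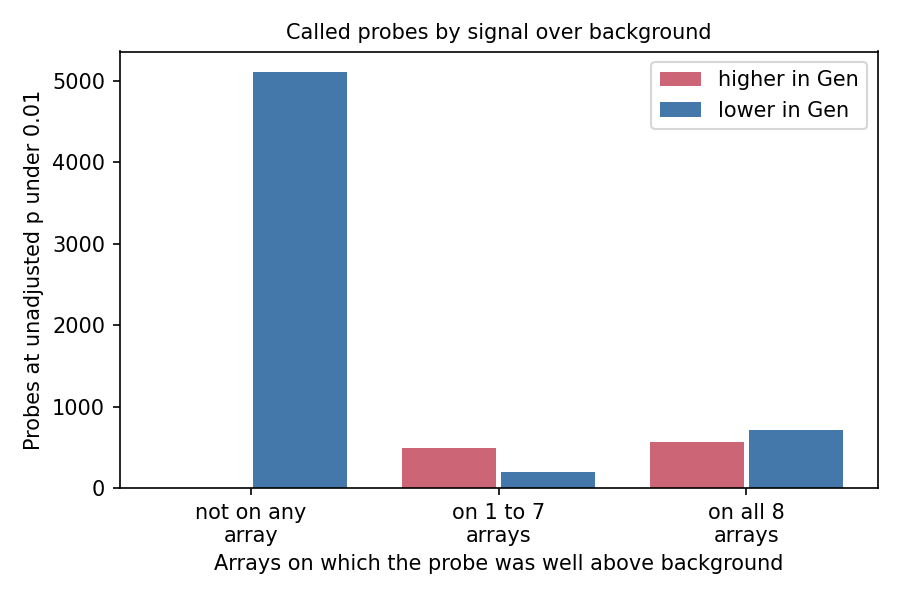
Number of probes at an unadjusted p under 0.01 (y axis) by the number of arrays on which the probe was well above background (x axis), with separate bars for probes higher and lower in Gen-treated mice. Among probes not well above background on any array, 5104 were lower and 0 higher.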

Duplicate probes and probes with average intensity < 100 in both treatment groups were removed from the analysis data set. 

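Of the probes at an unadjusted p under 0.01, 1402 had a mean processed signal of at least 100 in at least 1 treatment group. Of those, 496 differed at least 2-fold between the groups. The rule by which duplicate probes were removed is not named in the paper's text. Here the duplicate with the highest mean log2 signal over the 8 arrays was kept for each gene name. Of the 41174 probes, 22951 were named through a RefSeq accession and 9768 through the gene name or a synonym in the files, in tables of the mouse assembly GRCm38.p6, which were used for names only. The other 8455 probes kept the name in the files.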

Within the remaining probes, 335 genes were up- or down-regulated ≥ 2-fold; the most highly altered genes are shown in Table 1. 

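After these steps 428 genes remained with a change of at least 2-fold, 267 higher and 161 lower in Gen-treated mice. Without scaling between arrays, the alternative that moved this count most, there were 811 genes, 691 of them higher. Of the 24 genes of Table 1, 23 had a probe, and Igkv5-43 was not analysed here. In 22 of the 23 the direction was that of the table, at an unadjusted p under 0.01 and an adjusted p under 0.05 by limma, and the 4 Gen arrays did not overlap the 4 control arrays. Chance gives such a separation in 2.86% of genes. Adjusted over the list alone the count was also 22, which is not independent evidence, since the study chose the genes on these arrays. The exception was Epha6, which was well above background on no control array and on 1 Gen array, so no fold is given. When only probes well above background on all 4 arrays of at least 1 group were tested, the adjusted p stayed under 0.05 for 3 of the 11 raised genes and for all 11 lowered genes. With each array left out in turn, the 22 genes kept their direction, but none kept an adjusted p under 0.05 in all 8 of these fits.

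The largest fall was in Ano2, from a signal of 825 in controls to 34.6 in Gen-treated mice, a log2 fold change of -4.58 (SE 0.58, limma adjusted p = 0.0236). At its other probe the change was -2.09. Myh7 fell from 11871 to 1956 (log2 fold change -2.60, SE 0.38) and Myh6 from 863 to 148 (log2 fold change -2.55, SE 0.35). The serpin genes of the table lie on chromosome 12 between 101224607 and 101615948, by the probe positions of the array design (mm7, NCBI build 35), and moved in both directions. The log2 fold change was -2.92 for Serpina1b, -2.82 for Serpina1d, -2.91 for Serpina1e and -2.31 for Serpina11, while it was 4.03 for Serpina3a and 4.68 for Serpina5. Serpina1b, Serpina1d and Serpina1e are close paralogs, and cross-hybridization of their probes was not tested. Serpina3a was well above background on 2 control arrays and Serpina5 on 1, and the other probe of Serpina5 gave 2.67. Among the other raised genes, Hao3 (log2 fold change 4.47) and Prss35 (3.95) were well above background on 2 control arrays and Cxcl15 (4.31) on 3. Cyp11a1 (log2 fold change 4.43, SE 0.96), Osap (4.13, SE 0.86) and Lipf (3.63, SE 0.72) were well above background on all 8 arrays. Their adjusted p by limma was 0.0236 with all probes and 0.0682, 0.0627 and 0.0548 without the dim probes, and over the alternatives with all 8 arrays it was between 0.00462 and 0.184. The log2 fold change was -2.84 for Olah and -2.30 for Kcne1, whose other probe gave -1.22. Spock1 was well above background on 2 of the 4 Gen arrays, and its log2 fold change was -2.79, with -1.18 at its other probe, -1.14 with a floor and -1.51 after normexp. Coch gave -2.72, with -0.89 at the probe that changed least.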

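Lists of genes typical of immune cells and of proliferating cells were tested on the arrays. The Ingenuity knowledge base was not used here. Of 10 such lists for different cell types, the list of B cells and plasma cells had 15 genes well above background on all 4 arrays of at least 1 group, and 14 of them were raised in Gen-treated mice. Its median log2 fold change was 1.08 (camera in limma, preset correlation 0.01, adjusted p = 3.7e-07 over the 10 lists). The mean of the list was higher on every Gen array than on every control array (exact permutation test, p = 0.0286). Ighm, among its most abundant genes, rose from a signal of 7148 to 15088 (log2 fold change 1.08, SE 0.34, limma adjusted p = 0.0720), and Mzb1 from 735 to 1864 (log2 fold change 1.34, SE 0.20, limma adjusted p = 0.0236). Of the list of T cells and natural killer cells, 16 of 18 genes were raised, with a median of 0.63 (camera adjusted p = 0.000196) and array means that overlapped between the groups (exact permutation test, p = 0.0571). Of the macrophage genes, 17 of 18 were raised, with a median of 0.40 (camera adjusted p = 0.000196), and their array means overlapped as well (exact permutation test, p = 0.0857). For proliferating cells 22 of 25 genes were raised, with a median of 0.38, which did not pass the correction (camera adjusted p = 0.0792) or the exact permutation test (p = 0.429). This result depended on single arrays. With each array left out in turn, the median was between 0.20 and 0.79, and camera called the list in 2 of the 8 fits. Camera called 6 of the 10 lists. Under fry 5 lists had an unadjusted p under 0.05 and only the list of B cells and plasma cells passed the correction (adjusted p = 0.0332). Under camera with an estimated correlation 0 lists passed, with 0 at an unadjusted p under 0.05. Of the 35 divisions of the arrays into 4 and 4, 11 gave at least as many called lists as the treatments.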

Significantly altered Ingenuity biological function categories included development, immune response, and cell proliferation [see Supplemental Material, Table 2 (http://dx.doi.org/10.1289/ehp.1104018)]. Four of the six secreted signaling proteins (*Wnt7a*, *Ihh*, *Dhh*, and *Hhip*) and one transcription factor (*Foxa2*) that were altered on PND5 after Gen treatment by PCR analysis were also significantly altered on GD2 by microarray analysis. 

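Of the 12 genes that the paper reports as altered on PND5, 11 were well above background on all 8 arrays on GD2, and Hoxa13 was not well above background on any. Over all probes, 4 of the 12 had an adjusted p under 0.05 by limma. Adjusted over the list alone there were 8, which adds Ihh, Dhh, Foxa2 and Hoxa10. In 7 of the 11 measured genes the direction on GD2 was that on PND5. Wnt7a fell from a signal of 531 in controls to 122 in Gen-treated mice, a log2 fold change of -2.13 (SE 0.58, limma adjusted p = 0.0421), although the groups overlapped (exact permutation test, p = 0.0571). Hhip fell by 0.75 on the log2 scale (SE 0.18, limma adjusted p = 0.0251), and Wnt5a by 0.61 (SE 0.15, limma adjusted p = 0.0263). Both changed in the direction opposite to that on PND5. Hoxa9 fell from 2170 to 1370, a log2 fold change of -0.66 (SE 0.14, limma adjusted p = 0.0236). Ihh fell from 1503 to 622 (log2 fold change -1.27, SE 0.43, limma adjusted p = 0.0901), Dhh rose from 771 to 1347 (0.80, SE 0.26, adjusted p = 0.0797) and Foxa2 rose from 22260 to 30816 (0.47, SE 0.17, adjusted p = 0.104). Hoxa10 went from 1893 to 946 (SE 0.29 on the log2 scale, limma adjusted p = 0.0543), and the log2 fold change was -0.59 for Hoxa11 (SE 0.41) and -0.25 for Gli1 (SE 0.16). Fstl1 was at -0.05 (SE 0.17), and at 0.19 without scaling between arrays. In 6 genes, Ihh, Dhh, Hhip, Wnt5a, Hoxa9 and Hoxa10, the 4 Gen arrays did not overlap the 4 control arrays, where chance gives 2.86% of genes. Several alternatives moved the count of 4 to 0. Leaving out the dim probes gave 0 genes at an adjusted p under 0.05 by limma, with 8 at an unadjusted p under 0.05, and the methods' t-test also gave 0, with 8. Without Gen replicate 1, 2 or 3 or control replicate 1 it was 0, with 7 to 9 at an unadjusted p under 0.05. From the altered probes and the genes altered at both ages, the paper reasons that neonatal Gen has a lasting effect on gene expression in the oviduct.

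**Figure D3:**
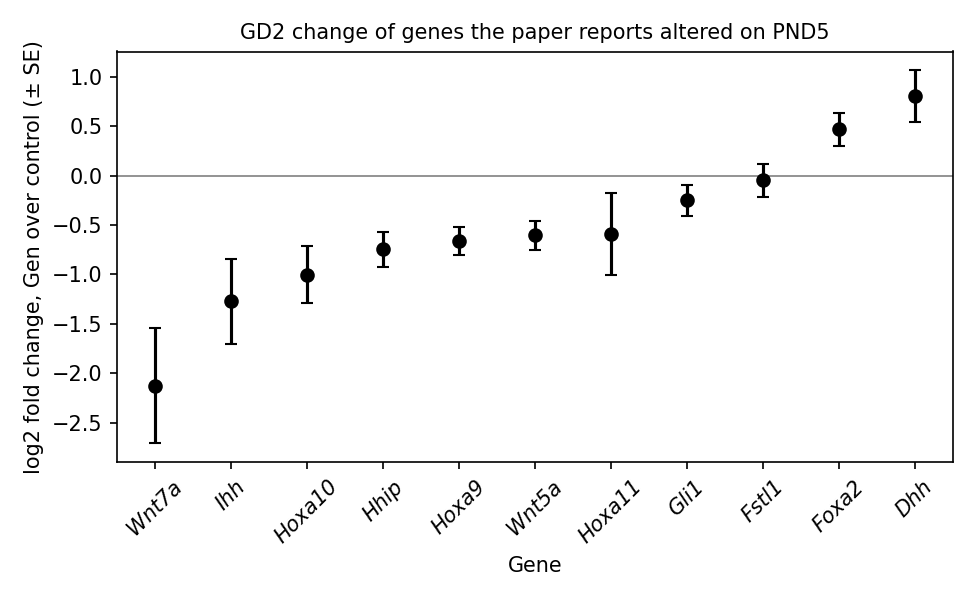
The log2 fold change on GD2, Gen over control (y axis), of 11 genes that the paper reports as altered on PND5 (x axis). Points are limma estimates from 4 arrays per group and bars their SE, and the values run from -2.13 for Wnt7a to 0.80 for Dhh.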

Taken together, these findings indicate that neonatal Gen treatment permanently altered gene expression in the adult oviduct.

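By the probe positions of the array design (mm7), the Pitx1 probe lies on chromosome 13 from 54912967 to 54913026. Pitx1 was well above background on no control array and on all 4 Gen arrays. Its log2 signal was 12.52 ± 1.02 (SD, n = 4) in Gen-treated mice, with signals from 2703 to 14234, and it was at least 148-fold higher than in controls. This bound depended on the processing. It was 59.1-fold after normexp and 89.5-fold with a floor of 65.9, and between 110-fold and 192-fold with each array left out in turn. Its adjusted p by limma was 0.0072, and without the dim probes it was 0.0026. Every Gen array had a higher signal than every control array (exact permutation test, 2-sided p = 0.0286). With each array left out in turn, the adjusted p stayed under 0.05 in 7 of the 8 fits, and over the alternatives with all 8 arrays it was between 4.6e-07 and 0.0630.

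**Figure D4:**
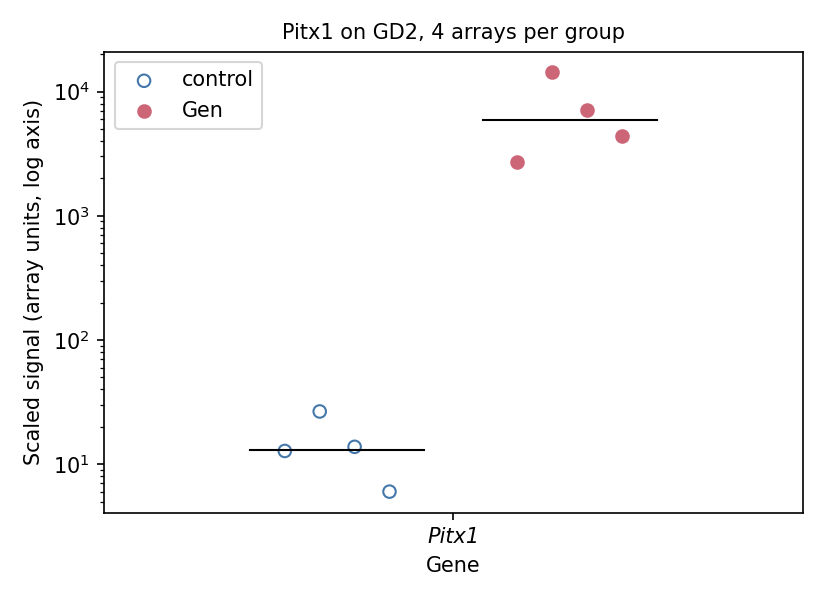
Scaled signal of Pitx1 in array units (y axis, log scale) in each group, 1 point per array with 4 arrays per group, and lines at the mean of the log2 signals. Open points mark a group in which no array was well above background, and the signals of the Gen arrays run from 2703 to 14234.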

Three of the most highly up-regulated genes on GD2 were the homeobox transcription factors *Pitx1*, *Nkx3-1* [NK-3 transcription factor, locus 1 (Drosophila)], and *Six1*. These genes all have critical roles in embryonic development but are not reported to be expressed in FRT tissues. We hypothesized that misexpression of these early development transcription factors contributed to abnormal oviduct morphogenesis in Gen-treated mice. To test this idea and to further verify the microarray data, we performed real-time RT-PCR on independently collected biological replicates. Oviducts were collected on PND5, on PND22 (prepubertal) from superovulated adult mice before and after ovulation, and on GD2 and GD4. *Pitx1* and *Nkx3-1* were highly up-regulated in Gen-treated mice compared with controls at all time points (Figure 3A,B). Pitx1 protein was not detected in control oviducts on PND5 (Figure 3C,E). However, Gen treatment induced Pitx1 expression in nuclei of sporadic oviduct epithelial cells in all areas of the PND5 oviduct (Figure 3D,F). As on PND5, Pitx1 was not observed in adult control oviducts (Figure 3G,I), but it was abundantly expressed in focal areas throughout the oviduct epithelium of adult Gen-treated mice (Figure 3H,J). Like *Pitx1*, *Six1* mRNA was highly up-regulated at all time points, and Six1 protein was significantly increased in the oviducts of Gen-treated mice compared with controls (Figure 3K,L).

**Figure 3:**
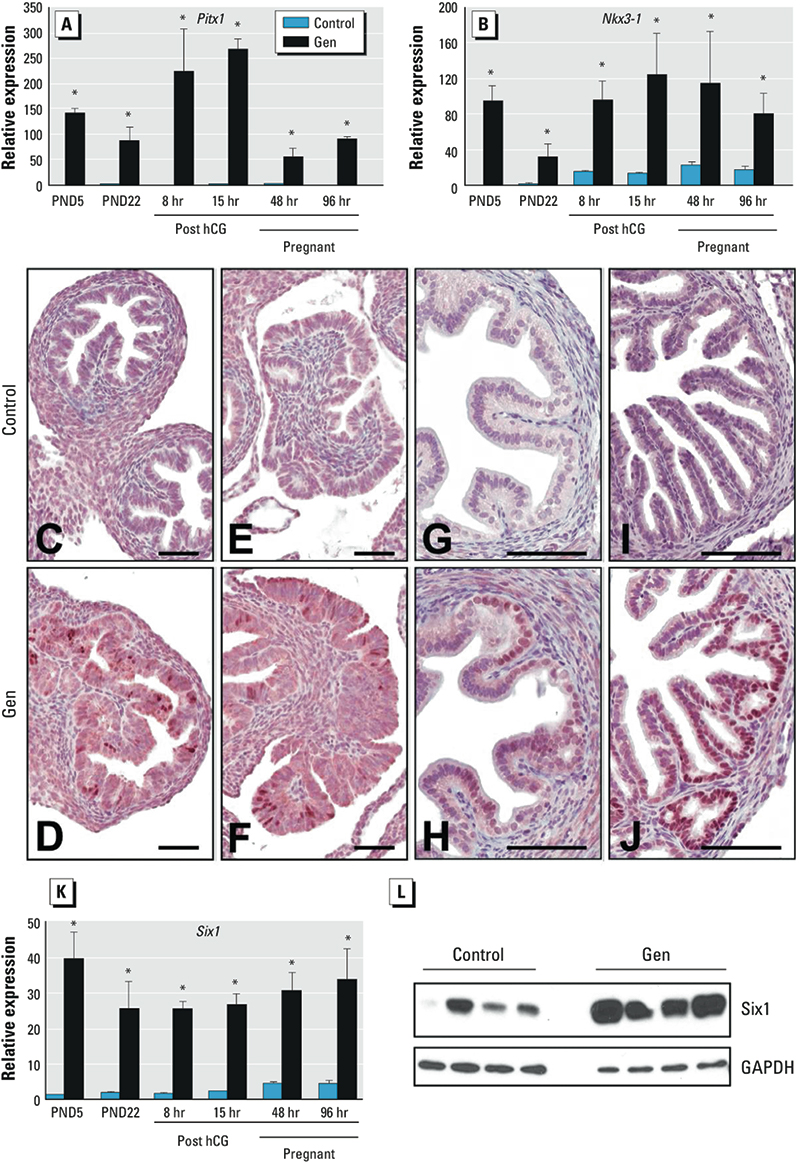
Expression of *Pitx1*, *Nkx3-1*, and *Six1* in oviduct after neonatal Gen treatment. (*A* and *B*) Relative expression (mean ± SE) of *Pitx1* (*A*) and *Nkx3-1* (*B*). (*C*–*J*) Pitx1 immunohistochemistry in PND5 isthmus (*C *and *D*) and ampulla/infundibulum (*E *and *F*) and GD2 isthmus (*G *and *H*) and ampulla (*I *and *J*). Bars = 100 μm. (*K*)**Relative expression (mean ± SE) of *Six1*. (*L*) Immunoblot of Six1 in oviduct on GD2 (protein from one mouse per lane). The 8‑hr time point was before ovulation; 15 hr was after ovulation, 48 hr was GD2; and 96 hr was GD4. *p < 0.05 compared with control.

*Broadly posteriorized oviduct gene expression after neonatal Gen treatment.* Because oviduct Hoxa gene expression was posteriorized in Gen-treated mice, we tested the idea that aberrant expression of *Pitx1*, *Six1*, and *Nkx3-1* was also related to FRT posteriorization. To do this, we first needed to determine the timing of Hoxa gene pattern establishment in controls. Hoxa gene patterning in PND1 controls resembled that in adult controls; that is, the highest levels of *Hoxa9* were in the oviduct, *Hoxa10* and *Hoxa11* in the uterus, and *Hoxa13* in the cervix/vagina (Figure 4A). These findings, together with alterations in the oviduct Hoxa pattern in Gen-treated mice on PND5 (Figure 2), indicate that Gen exposure disrupted maintenance of previously established Hoxa gene patterning.

**Figure 4:**
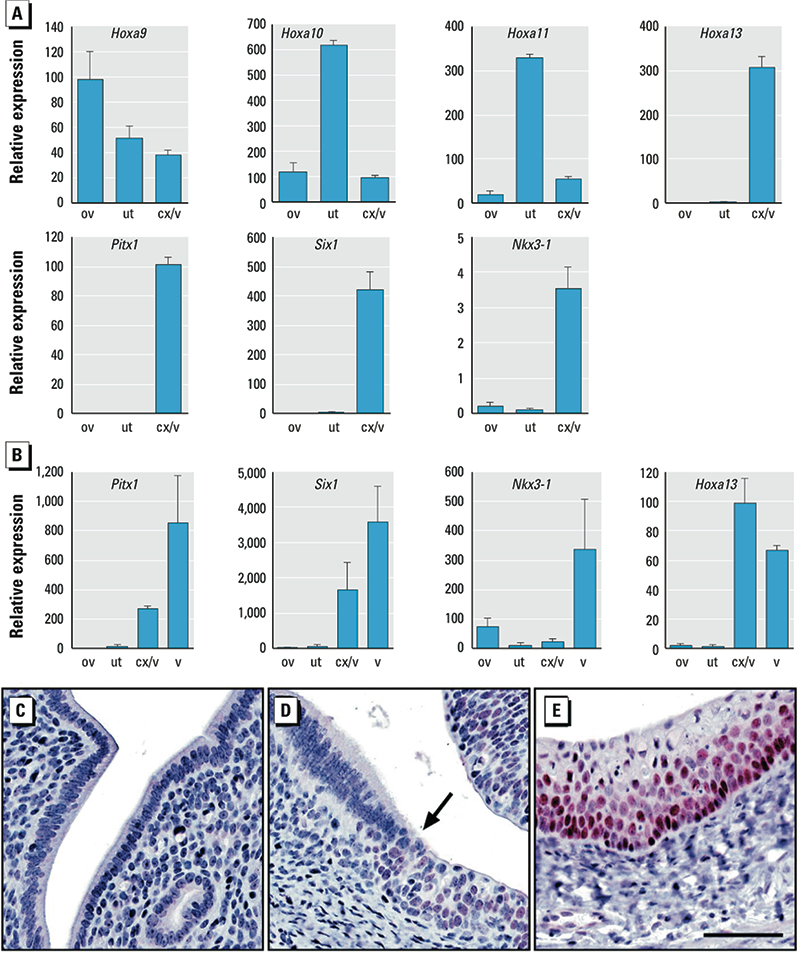
Expression of homeobox transcription factors in FRT tissues of control mice. (*A* and *B*) Relative expression (mean ± SE) of genes in tissues from PND1 (*A*) and adult (*B*) mice. (*C*–*E*) Pitx1 immunohistochemistry in adult uterus (*C*), cervix (*D*), and vagina (*E*). Bar = 50 μm. The arrow in *D* indicates squamocolumnar junction. Abbreviations: cx, cervix; ov, oviduct; ut, uterus; v, vagina.

To determine if genes highly up-regulated in the PND5 oviduct by Gen treatment are normally expressed in the posterior FRT, we compared gene expression levels in the oviduct, uterus, cervix, and vagina of control mice. *Pitx1*, *Six1*, and *Nkx3-1*, like *Hoxa13*, were expressed exclusively in the cervix/vagina and not in the uterus or oviduct on PND1 (Figure 4A) and PND5 (data not shown). This expression pattern was still observed in control adults, when *Pitx1*, *Six1*, *Nkx3-1*, and *Hoxa13* were highly expressed in the vagina and cervix but had minimal expression in the uterus or oviduct (Figure 4B). There was no Pitx1 protein in the adult uterus (Figure 4C). However, beginning in the cervix at the squamocolumnar junction, Pitx1 was detected in the nuclei of squamous epithelial cells (Figure 4D), and the staining intensity increased in vaginal epithelium (Figure 4E). Expression of the secreted signaling factors *Wnt4*, *Wnt5a*, *Wnt7a*, and *Fstl1* was similar in all regions of the FRT on PND1 and PND5 and in adults (data not shown). In contrast, several hedgehog pathway genes and *Foxa2* were more highly expressed on PND1 in the cervix/vagina compared with both the oviduct (*Ihh*, 11.0-fold; *Dhh*, 5.8-fold; *Hhip*, 42.1-fold; and *Foxa2*, 6.1-fold increased) and uterus (*Ihh*, 9.4-fold; *Dhh*, 6.2-fold; *Hhip*, 63.1-fold; and *Foxa2*, 651.7-fold increased), suggesting that these genes are also normally restricted to the posterior FRT. Together, these data demonstrate that neonatal Gen treatment blocked the normal process of transcriptional silencing of many posterior developmental genes in the anterior FRT.

To determine if the effects of neonatal Gen treatment on the oviduct are mediated by its estrogenic actions (Jefferson et al. 2002), we examined whether the estrogen receptor (ER) antagonist ICI (Wakeling and Bowler 1992) blocked these effects. Neonatal mice treated with both Gen and ICI did not have altered expression of *Hoxa9* and *Hoxa13*, nor did they have altered expression of the three most highly up-regulated homeobox transcription factors (*Pitx1*, *Six1*, and *Nkx3-1*) observed in mice treated with Gen alone (Figure 5). These findings indicate that molecular posteriorization of the oviduct in response to Gen treatment is mediated by its estrogenic action.

**Figure 5:**
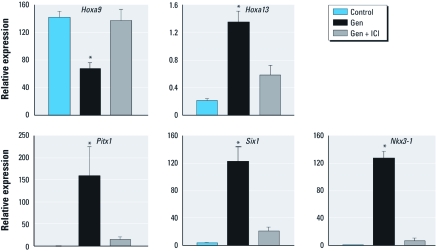
Inhibition of posteriorized gene expression (mean ± SE) by ER antagonist in the oviduct on PND5. *p < 0.05 compared with control or Gen + ICI.

## Discussion

The results presented here demonstrate that a brief neonatal exposure to the phytoestrogen Gen causes substantial permanent changes in oviduct morphology and gene expression in mice. The altered expression of Hoxa and Wnt genes in the oviduct combined with aberrant expression of homeobox transcription factors that are normally expressed only in the posterior FRT likely account for abnormal oviduct differentiation and subsequent abnormal tissue architecture and function later in life.

Cellular differentiation of the FRT occurs during postnatal development in rodents, ruminants, nonhuman primates, and humans (Gray et al. 2001). Based on the presence of ERα in the FRT epithelium at birth, it is not surprising that an estrogenic compound administered during this period disrupts FRT morphogenesis and cellular differentiation. Indeed, numerous reports have described the effects of the potent synthetic estrogen DES on both prenatal and postnatal FRT development. Most of these studies have focused on the uterus; however, a few reports described the effects of DES on oviduct histopathology (Newbold et al. 1985). Furthermore, the doses of DES used had much higher estrogenic activity than that of estrogenic chemicals typically encountered in daily life. The neonatal Gen dosing strategy used in the present study results in a serum Gen concentration similar to that in human infants fed soy-based infant formula (Jefferson and Williams 2010). This model is also likely relevant to human exposure to low levels of other estrogenic environmental chemicals.

Prenatal DES treatment alters the expression pattern of Wnt genes in the FRT on GD19 (Suzuki et al. 2007). Similarly, in the present study, neonatal Gen treatment resulted in increased *Wnt5a* expression and significantly reduced *Wnt7a* expression in the oviduct on PND5, indicating that both prenatal and neonatal exposure to estrogenic compounds disrupts Wnt gene expression in the FRT. Stratified luminal epithelium is observed in the uterus of *Wnt7a*-null mice (Miller and Sassoon 1998), and in the present neonatal Gen model we found *Wnt7a* repression and a marked up-regulation in the oviduct of genes that are normally observed in stratified cervical/vaginal squamous epithelium. These findings support the idea that *Wnt7a* is required for maintenance of the columnar epithelium in the oviduct and uterus and that Gen-induced *Wnt7a* repression in the neonatal FRT may promote oviduct posteriorization. However, if reduction in Wnt7a were sufficient to promote a cervical/vaginal phenotype, we would expect that in control mice, *Wnt7a* expression would be lower in these tissues than in the uterus and oviduct. Instead, in controls during the neonatal period, *Wnt7a* is highly expressed in the cervix and vagina and is not differentially expressed compared with the uterus and oviduct. For this reason, the oviduct posteriorization in Gen-treated mice cannot be attributed to reduction in Wnt7a alone.

Hoxa genes direct AP patterning of the FRT and maintain a distinct spatial distribution in adults. From GD16.5 through GD19, *Hoxa9* is similarly expressed throughout the FRT, but *Hoxa10*, *Hoxa11*, and *Hoxa13* are differentially expressed along the AP axis, with *Hoxa10* and *Hoxa11* highest in the uterus and *Hoxa13* highest in the cervix and vagina (Ma et al. 1998; Suzuki et al. 2007). On the day of birth (PND1), we found that *Hoxa10*, *Hoxa11*, and *Hoxa13* had an expression pattern similar to that on E19, whereas *Hoxa9* was more highly expressed in the oviduct compared with the uterus and cervix/vagina. This Hoxa gene expression pattern is permanently maintained from the day of birth (PND1) forward because FRT tissues from PND14 and adult mice have a similar expression pattern (Taylor et al. 1997). Hoxa9 is not essential for FRT development because *Hoxa9*-null mice have normal fertility (Fromental-Ramain et al. 1996). In contrast, *Hoxa10*- and *Hoxa11*-null mice have abnormal FRT development and function (Benson et al. 1996; Gendron et al. 1997). *Hoxa13*-null mice have agenesis of the caudal portion of the Müllerian duct, and *Hoxd13* (homeobox D13)-null mice that also lack one copy of *Hoxa13* exhibit severe malformations of the vagina and external genitalia, suggesting critical roles for these Hox gene paralogs in posterior FRT development (Fromental-Ramain et al. 1996; Warot et al. 1997).

Neonatal Gen exposure alters Hoxa gene expression in the oviduct, with *Hoxa9*, *Hoxa10*, and *Hoxa11* expression significantly reduced compared with controls and *Hoxa13* increased. Similarly, *Hoxa10* and *Hoxa11* are reduced in the uterus after neonatal DES exposure (Block et al. 2000; Ma et al. 1998; Suzuki et al. 2007). Because the adult pattern of Hoxa gene expression is normally present at birth, these data suggest that Hoxa gene patterning is not irreversible once established but retains some plasticity in the neonatal period. This finding is consistent with the observation that in *Wnt7a*-null mice, *Hoxa10* and *Hoxa11* expression in the uterus is normal at birth but then gradually decreases (Miller and Sassoon 1998), suggesting that Wnt7a is required for maintenance of FRT Hoxa gene patterning.

*Hoxa13* up-regulation may contribute to neonatal Gen-induced posteriorization of the oviduct by inducing expression of several genes normally restricted to the cervix and vagina. This finding is in agreement with a mouse knock-in study in which replacement of the Hoxa11 homeodomain with the Hoxa13 homeodomain (A11^13hd/13hd^) resulted in posteriorization of the uterus to resemble a cervix/vagina–like structure (Zhao and Potter 2001). More than 30 genes normally expressed in the cervix and not in the uterus were expressed in the uterus of the A11^13hd/13hd^ mutants. One of these genes was the transcription factor *Six1*, suggesting that *Six1* is normally regulated by Hoxa13 via a mechanism involving the homeodomain. In the present study, *Six1* was highly up-regulated in the adult oviduct after neonatal Gen treatment, and we demonstrated that its up-regulation begins during the time of Gen treatment and remains stable through adulthood. This expression pattern correlates with the up-regulation of *Hoxa13* in the oviduct, suggesting that Hoxa13 expression in the anterior FRT is a proximal factor in altering cellular differentiation and causing phenotypic and molecular posteriorization of the oviduct.

One explanation for the altered expression of Hoxa genes in the oviduct is that Gen-induced activation of ER-mediated transcription disrupts global regulation of Hoxa genes in the FRT. Indeed, *Hoxa10* and *Hoxa11* are regulated by estrogen in the adult FRT (Taylor et al. 1998). Regulation of Hox gene expression during mammalian development is complex and involves regulatory RNAs and proteins whose activities orchestrate the establishment and subsequent maintenance of the AP Hox expression patterns (for review, see Chopra 2010). Because Hoxa patterning in the FRT is already established at birth, alterations in initiation factors cannot explain Gen-induced disruption. Instead, alterations in maintenance factors, such as polycomb and trithorax group proteins, that preserve the initial Hox gene expression pattern and help cells “remember” which regulatory domains to keep silent and which ones to keep active, are more likely candidates.

Although Hox genes may function upstream of *Pitx1*, *Six1*, and *Nkx3-1* after Gen treatment, the converse may also be true. These three genes have critical roles in directing embryonic development of tissues outside the FRT. Six1 regulates development of numerous tissues, including the eye, skeletal muscle, and posterior limbs (Christensen et al. 2008; Laclef et al. 2003). Nkx3-1 is important for prostate development and marks a stem cell population that functions during prostate regeneration (Sciavolino et al. 1997; Wang et al. 2009). Nkx3-1 was previously reported to be absent in the FRT, but tissues from the cervix or vagina were not examined (Sciavolino et al. 1997). Pitx1 is involved in development of anterior branchial arch structures and the hindlimb (Lamonerie et al. 1996; Lanctot et al. 1999; Szeto et al. 1999). Pitx1 acts upstream of Hox genes during hindlimb specification because misexpression of Pitx1 in the chick wing bud leads to increased expression of *Hoxc10* and *Hoxc11* and results in transformation into a more leglike structure (Logan and Tabin 1999). The permanent up-regulation of *Pitx1*, *Six1*, and *Nkx3-1* in the oviduct of Gen-treated mice, combined with the importance of these genes in development of many embryonic tissues, suggests that one or all of these homeobox transcription factors may contribute to oviduct posteriorization after Gen treatment. Because Six1 causes initiation and metastasis of several types of human cancer (Christensen et al. 2008), its permanent up-regulation could contribute to the observed increase in FRT cancers in neonatal Gen-treated mice (Newbold et al. 2001).

Infants fed soy-based formulas have high circulating levels of Gen (1.5–13.2 μM) (Cao et al. 2009). The subcutaneous injection model of Gen exposure used in the present study produces serum circulating levels similar to those of human infants (*C*_max_ = 6.8 μM in female pups). Because the primary exposure of humans is oral exposure to the glycosylated form, genistin, we previously compared a dose response of oral exposure to genistin with that of subcutaneous exposure to Gen in neonatal mice (Jefferson et al. 2009a). Oral exposure to genistin in neonatal mice on PND1–PND5 produces similar circulating levels of Gen as a subcutaneous injection (~ 80%) and similar effects on the developing reproductive tract, including multioocyte follicles in the ovary, abnormal estrous cycles, and reduced fertility. All of these Gen effects are correlated with the circulating level of Gen and the estrogenic activity (uterine wet weight increase) during the time of treatment and are not dependent on the route of administration or form of Gen given. Therefore, the subcutaneous model used in the present study is a valid model for human infant exposures to Gen.

## Conclusions

The findings reported here raise the possibility that exposure to low levels of estrogenic environmental chemicals or phytoestrogens during sensitive developmental windows can alter developmental programming of FRT tissues. These changes could contribute to improper function of the FRT later in life that manifests as an infertility phenotype. Should this phenomenon occur in humans, it would provide the mechanistic basis for some cases of unexplained infertility, which is the sole infertility diagnosis in a significant percentage of couples who undergo assisted reproduction treatment by *in vitro* fertilization. In addition, the permanent up-regulation of developmental transcription factors in the FRT could have long-term effects on its structure and function, including influencing the development of benign or malignant pathologies.

## Supplemental Material

(120 KB) PDF Click here for additional data file.

# Supplementary material for: Permanent Oviduct Posteriorization after Neonatal Exposure to the Phytoestrogen Genistein
**Source:** Environ Health Perspect. 2011 Aug 2;119(11):1575–82. doi: 10.1289/ehp.1104018
**Supplement:** (120 KB) PDF

## **Supplemental Material**

### **Permanent Oviduct Posteriorization Following Neonatal Exposure to the Phytoestrogen Genistein**

Wendy N. Jefferson<sup>1</sup>, Elizabeth Padilla-Banks<sup>1</sup>, Jazma Y. Phelps<sup>1</sup>,  
Kevin E. Gerrish<sup>2</sup> and Carmen J. Williams<sup>1,\*</sup>

#### Table of Contents

|                                 |     |
|---------------------------------|-----|
| Supplemental Material, Table 1  | p.2 |
| Supplemental Material, Table 2  | p.3 |
| Supplemental Material, Figure 1 | p.4 |

**Supplemental Material, Table 1. Microarray Validation**

| <b>Gene</b>    | <b>Gene Name</b>                                  | <b>Array Fold<br/>Change<br/>(Gen/Control)</b> | <b>PCR Fold<br/>Change<br/>(Gen/Control)</b> |
|----------------|---------------------------------------------------|------------------------------------------------|----------------------------------------------|
| <i>Pitx1</i>   | Paired-like homeodomain transcription factor 1    | 99.30                                          | >100*                                        |
| <i>Nkx3.1</i>  | NK-3 transcription factor, locus 1 (Drosophila)   | 5.90                                           | 10.10                                        |
| <i>Slc47a1</i> | Solute carrier family 47, member 1                | 4.09                                           | 5.90                                         |
| <i>Igj</i>     | Immunoglobulin joining chain                      | 3.80                                           | 4.10                                         |
| <i>Prlr</i>    | Prolactin receptor                                | 2.90                                           | 3.50                                         |
| <i>Slpi</i>    | Secretory leukocyte peptidase inhibitor           | 2.10                                           | 2.60                                         |
| <i>Pgr</i>     | Progesterone receptor                             | -1.60                                          | -1.50                                        |
| <i>Ihh</i>     | Indian hedgehog                                   | -2.10                                          | -2.00                                        |
| <i>Wnt7a</i>   | Wingless-related MMTV integration site 7A         | -3.30                                          | -3.00                                        |
| <i>Myh7</i>    | Myosin, heavy polypeptide 7, cardiac muscle, beta | -5.50                                          | -5.30                                        |
| <i>Svs7</i>    | Seminal vesicle secretory protein 7               | -8.50                                          | -16.70                                       |
| <i>Ano2</i>    | Anoctamin 2                                       | -18.40                                         | -50.00                                       |

\*Ct value >40 in all control samples; exact PCR fold change could not be calculated.

**Supplemental Material, Table 2. Selected Ingenuity Biological Function Categories\***

| <b>General Function</b> | <b>Category</b>                                       | <b># genes</b> |
|-------------------------|-------------------------------------------------------|----------------|
| Metabolism              | Lipid Metabolism                                      | 29             |
|                         | Carbohydrate Metabolism                               | 39             |
|                         | Amino Acid Metabolism                                 | 27             |
|                         | Drug Metabolism                                       | 25             |
| Hematological System    | Hematological System Development and Function         | 74             |
|                         | Hematopoiesis                                         | 25             |
|                         | Morphology of Red Blood Cells                         | 4              |
| Immune Response         | Immune Cell Trafficking                               | 45             |
|                         | Activation of B Lymphocytes                           | 6              |
|                         | Antigen Presentation                                  | 11             |
|                         | Cell-mediated Immune Response                         | 7              |
|                         | Homing of Lymphatic System Cells                      | 9              |
|                         | Cytotoxicity of Leukocytes                            | 11             |
| Cell Proliferation      | Cellular Growth and Proliferation                     | 202            |
|                         | Cell Morphology                                       | 130            |
|                         | Cell Cycle                                            | 33             |
|                         | Cellular Compromise                                   | 40             |
|                         | Cell Death                                            | 215            |
| Development             | Endocrine System Development and Function             | 17             |
|                         | Reproductive System Development and Function          | 22             |
|                         | Renal and Urological System Development and Function  | 10             |
|                         | Skeletal and Muscular System Development and Function | 17             |
|                         | Cardiovascular System Development and Function        | 61             |
|                         | Connective Tissue Development and Function            | 16             |
|                         | Lymphoid Tissue Structure and Development             | 21             |
|                         | Embryonic Development                                 | 41             |

\*Selected from biological function categories with all p-values < 0.025

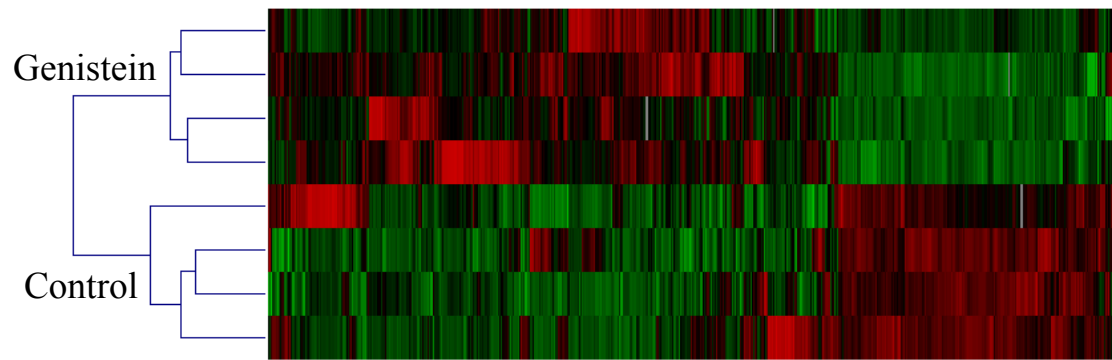

Supplemental Material, Figure 1. Hierarchical cluster analysis of differentially expressed oviduct genes in control and Gen-treated mice. Four biological replicates included per group. Red, upregulated genes; green, downregulated genes.

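Average-linkage clustering of the 8 arrays over the 428 genes with a change of at least 2-fold, on 1 minus the Pearson correlation of log2 signals, gave 2 branches, 1 with the 4 control arrays and 1 with the 4 Gen arrays. Across these genes the lowest correlation between 2 arrays of the same group was 0.888 and the highest between arrays of different groups was 0.777. The genes were selected for a difference between the groups on these arrays, so a separation by group follows from the selection.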

How the deposited data were processed for this re-analysis (not part of the article)

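Oviduct RNA from 8 adult CD-1 mice on GD2 was measured on Agilent whole mouse genome arrays with 1 dye (Cy3), 4 mice injected with corn oil on PND1–PND5 (control) and 4 injected with Gen at 50 mg/kg/day. The labels of the samples gave the group and replicate number of each array, and the methods of the paper gave the dose, the age of 6–8 weeks and the time of 48 hr after hCG. The real-time RT-PCR, histology, protein and antiestrogen experiments and the tissues of other ages were not analysed here.

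The authors deposited, for each array, the scanner output of Agilent Feature Extraction, in which the processed signal is a linear intensity after spot finding, background adjustment and detrending within the array, with small signals replaced by a surrogate and without scaling between arrays. The deposited series table holds the same intensity values, equal in all 45018 spots of each array. The Rosetta Resolver steps of the methods come after these files and were not applied. The probe positions are those of the array design, on NCBI build 35 of the mouse genome (mm7).

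The 1639 control spots and the spots marked as outliers were left out, log2 signals of the same probe were averaged, and each array was scaled to the mean of the arrays' 75th percentiles of log2 signal. No filter on dim probes was applied in the main analysis, since the study names one only after its test. The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and plots were drawn with matplotlib 3.10.9. Gen-treated mice were compared with controls with lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method over 41173 probes; 1 of the 41174 probes had no value left in 1 group. The study's filters were then applied: an unadjusted p under 0.01, a mean processed signal of at least 100 in at least 1 group, a change of at least 2-fold, and 1 probe per gene name, the one with the highest mean log2 signal. Gene names came from tables of the assembly GRCm38.p6 by RefSeq accession for 22951 probes and by the gene name or a synonym for 9768, and the name in the files was kept for 8455.

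The share of variance between the groups was tested exactly over the 35 ways to divide 8 arrays into 4 and 4, and principal components and average-linkage clustering were computed without a test. Lists of marker genes, for B cells and plasma cells, T cells and natural killer cells, macrophages, proliferating cells, ovarian steroidogenic cells, oocytes and preimplantation embryos, smooth muscle, cardiac muscle, ciliated epithelium and stratified squamous epithelium, were tested with camera (preset correlation 0.01), with fry, and by an exact permutation test of the mean of the list on each array. The design, the lists, the rule for the genes named, and the alternatives other than 1 were fixed before the data were examined. The genes named are those the study names, Ppia, the group 13 Hox genes, and the 5 genes with the largest rise and the 5 with the largest fall among those with a symbol, an adjusted p under 0.05, no overlap between the groups, a signal well above background on all 8 arrays and no saturation. A gene not well above background on any array of a group is given as a bound.

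The steps were tested on simulated data made from the means and spread of 41040 probes. Of 200 changed probes 96 (48.0%) were recovered at an adjusted p under 0.05, with 0 in the wrong direction and 2 unchanged probes called, and 75.0% of the 4-fold changes were recovered. Without any change, 492 probes had an unadjusted p under 0.01 and 0 an adjusted p under 0.05.

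The number of probes well above background on an array was between 25391 and 31486, and the precision is limited by the number of arrays. Each treatment had its own slide, so the 2 cannot be told apart. The alternatives were quantile normalization, no scaling, normexp background correction (offset 50), a filter on dim probes, a floor, outlier spots kept, an intensity trend with a robust fit, the methods' t-test, the replicate number as a block, the mean of all probes of a gene, other minimum signals (50 and 200), an adjusted p in the study's filters, all noncontrol probes for the variance share, fry and an estimated correlation for the lists, and each array left out in turn. Folds from arithmetic means were added after the data were seen. Igkv5-43 was not analysed here. Results for some genes that the study names are not reported here. No genome of the build was used, so exons and untranslated regions are not given.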

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

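The tests of the number of called lists and of the study's gene tables against other divisions of the arrays, of the 2-fold changes at brighter probes, of the lists of oocytes and B cells, of control replicate 3, and of arrays far from the other 3 of their group were chosen after the results were seen. Those of the background level, of the other counts against divisions of the arrays, and of ovarian and cardiac tissue were written before.

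In 10 of 134 groups of 4 values scanned, 1 array lay far from the other 3 relative to the range of the group, where chance gives about 1 in 20, or 6.7. The 75th percentile of the signal before scaling was 3772 on Gen replicate 3. The scaled signal was 151267 for Lipf on Gen replicate 2, 97.7 for Coch on Gen replicate 2 and 412.6 for Cbln1 on Gen replicate 1. It was 257 for Serpina5 and 318.6 for Spock1 on control replicate 1, 20476 for Igj and 2540 for Ihh on control replicate 2, and 3903 for Cyp11a1 and 18615 for Hsd3b1 on control replicate 3. The 10 values came from 6 arrays, and chance over the groups scanned can account for their number. Ovarian steroidogenic cells in the sample of control replicate 3 are a candidate source of its Cyp11a1 and Hsd3b1 signals. Of the 17 other genes of that list 7 were highest on control replicate 3 among the controls, with a median excess of 0.39 on the log2 scale, which is more than the 1 in 4 of chance but not most of the list, so this stays open. No biological explanation was tested for single arrays.

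Among genes with a symbol that the paper does not discuss, that had an adjusted p under 0.05, no overlap between the groups, a signal well above background on all 8 arrays and no saturation, Hsd3b1 (log2 fold change 4.18), Akr1cl (3.96), Acsbg1 (3.45), Cst12 (3.29) and Slc18a2 (3.22) rose most in Gen-treated mice, and Mlc1 (-3.06), Cbln1 (-2.88), Slc5a11 (-2.84), Rln1 (-2.56) and Mab21l3 (-2.34) fell most. In each the 4 Gen arrays lay on 1 side of the 4 control arrays, which the selection required. Genes outside these conditions changed more, such as Cst8 (4.77) and Cuzd1 (-3.97), named here after their values were seen, which were not well above background on all 8 arrays. When only probes well above background on all 4 arrays of at least 1 group were tested, the adjusted p by limma stayed under 0.05 for Mlc1 (0.0391) and Rln1 (0.0472) only, and over the alternatives with all 8 arrays the adjusted p of the 10 genes ranged from 0.00611 to 0.276. With each array left out in turn all 10 kept their direction, and the adjusted p stayed under 0.05 in at most 4 of the 8 fits, and in 0 for Slc5a11 and Mab21l3, whose log2 fold change was lowest in size at -1.96 and -1.73.

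A difference in background level between the slides fits the calls at the dimmest probes. Of the probes not well above background on any array, 65.0% were called, all of them lower in Gen-treated mice. Set apart from these were 340 probes that changed at least 2-fold at an unadjusted p under 0.01, with a mean signal of at least 100 in both groups. This level is far above the mean signal of the probes not well above background on each array, at most 15.5 (control) and 8.42 (Gen). It argues against a background difference as the source of the 340 changes, by signal level only, since no such difference was fitted or subtracted. Called probes with a smaller change or a lower mean signal were not covered. The number of probes at the unadjusted threshold was matched by 1 of 35 divisions of the arrays, the treatments themselves, as was the number at an adjusted p under 0.05 (1 of 35) and the number of 2-fold genes (1 of 35). This is the smallest share that 35 divisions allow, so it makes chance unlikely for these counts but cannot exclude it. The division by treatment is also the division by slide. The highest count of any other division was 1168, 3 and 145. A difference between slides or scans that is not background stays open for the brighter probes, because the 2 slides each held the arrays of 1 group. The changes at brighter probes and the 10 genes cannot be told apart from such a difference, and treatment remains as the biological explanation that the design names. In Hsd3b1, Akr1cl, Acsbg1, Cst12 and Slc18a2, control replicate 3 was the highest control and Gen replicates 1 and 2 the highest Gen arrays, as in Cyp11a1. Ovarian cells in the samples are therefore another candidate for their rise, not tested for genes outside the list of ovarian steroidogenic cells.

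Of the 10 lists of marker genes, camera called 6. The median log2 fold change was 1.08 for B cells and plasma cells, 0.63 for T cells and natural killer cells, 0.40 for macrophages, 2.47 for oocytes and preimplantation embryos, 1.24 for ovarian steroidogenic cells and -0.30 for smooth muscle. Chance cannot be excluded for the number of called lists, since 11 of 35 divisions of the arrays gave as many, up to 7. With each array left out in turn the 6 lists stayed called. Fry called 1 list and camera with an estimated correlation 0 (0 at an unadjusted p under 0.05, 5 by fry).

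The rise of the list of B cells and plasma cells was not matched by another division of the arrays (1 of 35, the smallest share possible). This makes chance unlikely for the list taken alone but does not exclude it, and the list was picked out of the 10 tested. A lower share of smooth muscle in the Gen samples would raise the genes of every other cell type alike. It is excluded as the whole cause, since the list rose by 1.04 more than that of ciliated epithelium and the difference separated the groups (exact permutation test, p = 0.0286). Of the 15 genes of the list, the study picked 1 (Igj) from these arrays. More plasma cells after neonatal Gen may be a hypothesis, which cannot be set apart from the slide. More immunoglobulin transcripts per cell would not by itself raise the other genes of the list. Of these, Mzb1 (log2 fold change 1.34, SE 0.20), Pou2af1 (1.59, SE 0.31), Tnfrsf17 (1.52, SE 0.22) and Cd79b (1.02, SE 0.38) rose. Of the 15 genes 14 were raised and only Sdc1 (-0.20) fell, which argues against it as the whole cause. The lists of T cells and natural killer cells and of macrophages overlapped between the groups (exact permutation test, p = 0.0571 and p = 0.0857), and no explanation of their own was tested.

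Cyp11a1 and Osap (now Mgarp), which the study picked from these arrays, belong to the list of ovarian steroidogenic cells. Ovarian cells in the Gen samples may be a source of their rise. Of the 17 other genes of the list 13 were raised, 5 of them with an adjusted p under 0.05, with a median of 1.20. Hsd3b1 rose by a like amount to a signal of 48830. The array means of the whole list did not overlap between the groups (exact permutation test, p = 0.0286). Of the 11 abundant others, with a signal of at least 500, 9 were raised, with a median of 1.24. The exceptions, Parm1 (-0.07) and Cyp17a1 (-0.02), did not rise, and their high signals in controls (20667 and 1114) could hide a small share. That does not hold for genes of the list with lower signals. Of these, Foxl2 (from 133 to 135), Nr5a1 (from 237 to 210) and Akr1c18 (from 77.4 to 59.2) did not rise, while Lhcgr (from 12.3 to 110) and Amh (from 30.9 to 113) rose. Those that did not rise go against ovarian tissue only if the tissue in the samples expressed them, which was not tested. Ovarian tissue and a change of steroidogenic genes in the oviduct itself therefore cannot be told apart here. Inha rose from 764 to 4430 and Star from 1739 to 6042.

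All 20 detected genes of the list of oocytes and preimplantation embryos were raised, but none had an adjusted p under 0.05 by limma and the array means overlapped (exact permutation test, p = 0.0571). Their deviations from the group means went together over the arrays, with a median pairwise correlation of 0.90, above each of 1000 random lists of that size (highest, 0.223). This suggests oocyte or embryo RNA in unequal amounts in the samples, which fits the values and does not need a change in the oviduct. The paper states that embryos were taken out of the oviducts before the RNA was made. Gdf9 went from 836 to 5953. The lists of proliferating cells (0.952) and ciliated epithelium (0.713) also varied together, so such a correlation alone does not name the source. The smooth muscle list fell on average in the Gen samples, with 17 of 18 genes lowered, and the 35 divisions of its array means gave p = 0.0286 (exact permutation test). The paper's histology at the same stage of pregnancy describes thickened muscle in Gen-treated mice, which is the opposite direction. Histology and scaled array signals are unlike measures, and the cause of this difference was not tested. The share of smooth muscle in the pieces of tissue and a change in muscle were not tested against each other.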

How the results depend on the processing

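The arithmetic means used for folds were added after the data were seen, and the other alternatives were planned. A slide block could not be fitted, because each slide held 1 group. The deposited series table holds the processed signals unscaled, so it is the same as no scaling between arrays and was not run separately.

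The number of probes at an unadjusted p under 0.01 was 7077. It was 3018 after quantile normalization, 2245 after normexp, 2137 under the dim filter and 1867 with a floor at 65.9. With the methods' t-test it was 6098, and with each array left out in turn it was between 5844 and 7384. The share of calls that were higher in Gen-treated mice was 14.9% in the main setting, 37.5% after quantile normalization, 28.7% of 5421 without scaling, 35.8% after normexp, 54.1% under the dim filter and 42.4% with the floor. The calls at probes not well above background on any array, 5104 in the main setting, were 819, 3428, 57 and 0 after quantile normalization, no scaling, normexp and the floor, which shows that the fall in the count comes from these probes. At probes well above background on all 8 arrays the calls were 1280 in the main setting and 1653, 767, 1915 and 1781 in these settings.

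The number at an adjusted p under 0.05 was 6674 (13.4% higher in Gen-treated mice). It was 178 after quantile normalization (54.5% higher), 640 without scaling (73.0%), 251 after normexp (41.0%), 321 under the dim filter (54.5%) and 20 with the floor (45.0%). The methods' t-test gave 0, with 11364 probes at an unadjusted p under 0.05. With each array left out in turn the number was between 1 (without Gen replicate 3) and 7130 (without control replicate 4), and it was 97 without control replicate 1, 3 without Gen replicate 1 and 2 without Gen replicate 2. With outlier spots kept or an intensity trend it was 6646 and 6993. The adjusted p of brighter probes depends on the many dim calls, as the filter shows: the 321 probes called under it were all among the 1454 called with the dim probes in the test.

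The number of genes with a 2-fold change was 428, 62.4% of them higher. It was 811 without scaling (85.2% higher; 691 and 120) and 265 with the methods' t-test, and the cause of the latter was not tested. Without scaling the median log2 fold change of all probes moved to 0.18, from -0.06 in the main setting, and that of bright probes to 0.24, and after normexp the median of all probes was -0.14. The other alternatives gave between 286 and 547 genes, and leaving out each array between 351 and 482. The gene names shared with the main setting were 425 under the dim filter, 365 after quantile normalization and 296 after normexp.

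Of Table 1, 22 genes had the study's direction at the unadjusted threshold, and 20 to 22 in every alternative. Of Supplemental Material, Table 1, 11 had it, 7 with the methods' t-test and 9 to 12 in the other alternatives with all arrays, and 8 to 11 with each array left out; the cause was not tested. The share of variance between the groups was 31.1% and stayed between 29.2% and 41.0%, with each array left out between 31.3% and 35.3%.

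Of the genes altered on PND5, 4 had an adjusted p under 0.05 by limma (8 at an unadjusted p under 0.05). The number was 0 after quantile normalization (9 at an unadjusted p under 0.05), 0 without scaling (5), 0 after normexp (8), 0 under the dim filter (8), 0 with the floor (8) and 0 with the methods' t-test (8). It was 6 with an intensity trend and 6 with the mean of all probes of a gene. With each array left out it was between 0 (7 to 9 at an unadjusted p under 0.05) and 3. It was 0 without control replicate 1 or Gen replicate 1, 2 or 3, 1 without control replicate 2 or 3, and 2 without Gen replicate 4. The cause was not tested.

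Of the 10 marker lists 6 were called, and 6 or 7 in the other settings and with each array left out, except 1 with fry and 0 with an estimated correlation (0 at an unadjusted p under 0.05, 5 with fry). None of the named genes called in the main setting and none of the 6 called lists changed direction in these settings; the direction of other genes was not compared gene by gene. Of 51 named genes with a measured change, 42 had an adjusted p under 0.05 in the main setting, 7 after quantile normalization, 35 without scaling, 22 after normexp, 44 with an intensity trend and 0 with the methods' t-test, and of 50 genes 2 with the floor and 18 under the dim filter.

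The replicate numbers do not pair the arrays. The correlation of the deviations of arrays with the same number was -0.07, 0.03, -0.04 and -0.10. With the replicate number as a block, limma gave 5122 probes at the unadjusted threshold, 1 at an adjusted p under 0.05 (10264 at an unadjusted p under 0.05), 328 genes, 0 of the genes altered on PND5 (8 at an unadjusted p under 0.05), 10 genes of Supplemental Material, Table 1, 7 marker lists and 1 of the 51 named genes at an adjusted p under 0.05.

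The signal over background limits what can be measured. Of the 41174 probes, 7855 were not well above background on any array. Folds against a group in which a probe was not well above background are bounds.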

Differences from the paper's values

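The paper's number of altered probes is 1125, and the number here was 7077. None of the alternatives fixed before the data were examined came within 1.5 times of the paper's value, and the nearest, the floor, gave 1867. After the filter on a mean signal of at least 100, 1402 probes remained.

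All 20 folds of Table 1 that were compared had the paper's sign and in the main setting were larger in size than the paper's. For Kcne1 the gap was within rounding (4.92 against 4.9). The value for Pitx1 is a bound, which lay below the paper's 99.3 after normexp (59.1) and with the floor (89.5). For 8 genes 1 value was more than 1.5 times the other. The limit below is 1.5 times. For Lipf the paper's fold is 7.6 and the fold here was 12.4, within the limit at the lowest value with 1 array left out (8.25) and with arithmetic means (11.4), an alternative chosen after seeing the values, and not in the others. For Osap the paper's fold is 7.5 and the fold here was 17.5, and for Cyp11a1 the paper's is 6.7 and the fold here was 21.6, and no alternative brought either within the limit. For Serpina3a the paper's fold is 10.3 and the fold here was 16.3. It was within the limit after quantile normalization (15.2), with the floor (9.45) and at the lowest value with 1 array left out (10.7), and not in the other alternatives. For Hao3 the paper's fold is 8.4 and the fold here was 22.2, and it was within the limit after normexp (6.88) and with the floor (10.3) only. For Prss35 the paper's fold is 7.1 and the fold here was 15.5, within the limit after normexp (5.95), with the floor (8.10) and at the lowest value with 1 array left out (10.1) only. For Cxcl15 the paper's fold is 6.9 and the fold here was 19.9, within the limit after normexp (9.83) and at the lowest value with 1 array left out (9.12) only. For Serpina5 the paper's fold is 6.8 and the fold here was 25.6, within the limit after normexp (7.07), with the floor (8.98) and at its other probe (log2 fold change 2.67), and not in the other alternatives. Folds of arithmetic means, an alternative chosen after seeing the values, did not bring any of Serpina3a, Hao3, Prss35, Cxcl15 and Serpina5 within the limit. Serpina5 was well above background on only 1 control array, Serpina3a, Hao3 and Prss35 on 2 and Cxcl15 on 3. The size of these folds therefore rests in part on control signals near background.

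The paper lists Epha6 among the lowered genes. Here its probe with the highest signal (10.2 in controls and 13.4 in Gen-treated mice) was well above background on 0 control arrays and 1 Gen array, and its other probe on 0 arrays, so no direction is given.

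The paper counts Ihh, Dhh and Foxa2 among the genes altered on GD2. Of the 5 genes it names there, 2 (Wnt7a and Hhip) had an unadjusted p under 0.01 and an adjusted p under 0.05 by limma here. With each array left out in turn, the adjusted p was under 0.05 in 0 of the 8 fits for Wnt7a and in 1 for Hhip. The adjusted p by limma was 0.0901 for Ihh, 0.0797 for Dhh and 0.104 for Foxa2, and over the list alone it was 0.0315, 0.0307 and 0.0340. An intensity trend gave an adjusted p of 0.0497 for Dhh. At the paper's threshold, an unadjusted p under 0.01, Ihh was called after normexp and with the replicate block, Dhh without scaling, after normexp, with an intensity trend and without Gen replicate 3, and Foxa2 after quantile normalization, with an intensity trend and without control replicate 1. The paper does not count Wnt5a or Hoxa9 among the genes altered at both ages. Here the adjusted p by limma was 0.0263 for Wnt5a, with a log2 fold change of -0.61, against its direction on PND5, and 0.0236 for Hoxa9, with a log2 fold change of -0.66, in its direction on PND5.

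Table 1 is presented as the most highly altered genes. Of the 12 genes with a symbol that rose most here 6 are in the table, and of the 12 that fell most 4 are, while 11 raised and 11 lowered genes of the table were among the 428 genes with a 2-fold change.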

Other observations

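The tests of the study's gene tables against other divisions of the arrays were chosen after the results were seen, and the test of cardiac muscle was written before. For the genes of Table 1, of Supplemental Material, Table 1, and of the PND5 list, 1 of 35 divisions, the treatments, gave as many genes (22, 11 and 4), and the highest number in any other division was 1, 1 and 0. Chance cannot be excluded in this way. The study chose the genes of the 2 tables on these arrays, and for the PND5 list the other divisions had at most 3 probes on the whole array at an adjusted p under 0.05, which left almost nothing to count.

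The fall of Myh6 and Myh7 was set against the other genes of cardiac muscle. Of 14 others 9 were raised and 5 lowered, with a median log2 fold change of 0.19. Of the 7 abundant others 3 were raised, with a median of -0.08. Tnnt2 (-0.90, limma adjusted p = 0.0479), Actc1 (-0.52) and Myl4 (-0.41) fell, by less than Myh6 (-2.55) and Myh7 (-2.60), and Tnni3 rose (0.37). Tcap (0.32, SE 0.22), Myl3 (0.13, SE 0.21), Myl7 (-0.08, SE 0.32) and Nppa (0.16, SE 0.20) did not fall by a like amount. Cardiac-type muscle tissue in the control samples would lower these genes too, so they argue against it as the whole source of the fall. The smaller falls of Tnnt2, Actc1 and Myl4 leave a part of it open. The list of cardiac muscle as a whole, of which the study picked 2 genes from these arrays, had a median of 0.15 and a mean of -0.20, so the 2 differ in sign (camera adjusted p = 0.291; exact permutation test, p = 0.0571).

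The lists that were not called gave a median log2 fold change of 0.0074 for ciliated epithelium (camera adjusted p = 0.577; exact permutation test, p = 1), of 0.38 for proliferating cells (camera adjusted p = 0.0792) and of -0.18 for stratified squamous epithelium (camera adjusted p = 0.109; exact permutation test, p = 0.514). Of the 16 detected genes of the squamous list 5 were raised.

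Of the group 13 Hox genes, Hoxa13 and Hoxc13 were not well above background on any array, Hoxb13 was on 2 Gen arrays and Hoxd13 on 1 Gen array, and none was on a control array. Shh was not well above background on any array. Wnt4, which the paper reports as not different on PND5, had a log2 fold change of 0.08 on GD2 (SE 0.29, limma adjusted p = 0.892), with -0.18 to 0.23 when each array was left out. Ppia, which the paper uses to normalize its RT-PCR values, had a log2 fold change of -0.21 (SE 0.11, limma adjusted p = 0.239), and of 0.03 without scaling between arrays.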
